A study of Rattus norvegicus with 27 samples.

How the data were processed

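Primary rat Schwann cells, the glial cells that wrap axons of peripheral nerves, were sampled at 3 culture stages with 3 biological replicates each. Undifferentiated cells received no dibutyryl cyclic AMP (dbcAMP), a cell-permeable analogue of cyclic AMP. Differentiated cells received 1 mM dbcAMP for 72 h in low-serum medium. Dedifferentiated cells received the same treatment and were then kept for 72 h without dbcAMP in a complete medium that, per the labels, held more serum, forskolin and neuregulin. The labels do not state the medium of the undifferentiated cells beyond the absence of dbcAMP. Stage and medium therefore changed together. Messenger RNA was sequenced from the cells, and microRNA (miRNA) and long non-coding RNA (lncRNA) from small extracellular vesicles (EVs) collected from the culture medium, giving 27 libraries. Per the labels' protocols, directional libraries were made from 10 ng of total RNA for mRNA and lncRNA, and small RNA libraries from about 5 ng.

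The cell mRNA values are estimated counts per gene made by the authors with salmon, per the name of the deposited table; the version, genome build and annotation are not stated in the labels. Of the values, 1.2% were fractional, and all were rounded to whole numbers before testing. The miRNA and lncRNA values are raw counts as deposited by the authors, and the labels do not state the aligner, counter or annotation. The miRNA table holds 481 mature and 484 hairpin entries. A read of a mature miRNA can belong to both kinds of entry, and the labels do not say how such reads were shared. The lncRNA table holds lncRNA rows alone, so its totals are a part of each library. Columns were matched to samples by the library code and stage in their names. The mRNA column names also carry a replicate suffix that disagrees with the sample titles. The titles were followed, and both readings give the same sets of same-numbered libraries. No build is named in the tables, so no coordinates are given. A RefSeq table of assembly GRCr8 was used for names and for which genes contain a miRNA. It matched 97.7% of the 17315 mRNA names, 46.6% of the 965 miRNA names and 40.4% of the 7241 lncRNA names.

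Counts were tested with edgeR 4.0.16 in R 4.3.3. Features were kept by filterByExpr with a minimum count of 10, library sizes were the totals over all rows, and composition was scaled by TMM. All 9 libraries of an assay entered a quasi-likelihood fit without covariates, and the 3 stages were compared pairwise. A feature was called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 change was its size divided by the square root of the F statistic. The share of squared distance between libraries explained by stage (R2) was computed on log2 CPM, the library-scaled count with a prior count of 2 and tested by exact permutation over 280 assignments. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over 12 tests. The sets, the designs, most alternatives and the rule for naming features were fixed before the data were examined. The rule took, for each assay and contrast with calls, up to 3 rising and 3 falling features with the smallest p whose libraries did not overlap between stages and whose name was not a placeholder. A contrast without calls gave its 2 features of smallest p. Genes of the fixed myelin and repair lists and a fixed list of Schwann cell miRNAs could also be named, and those named from the lists were picked after their values were seen. Some genes of these lists are not reported here.

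Replicate numbers come from the sample titles, which do not say that equal numbers share a culture. Deviations from stage means correlated between same-numbered libraries of different stages by 0.18 on average for cell mRNA, 0.12 for EV miRNA and 0.24 for EV lncRNA, so results with the replicate number as a block are given beside those without. In cell mRNA the labels give replicate 3 another sequencing project than replicates 1 and 2.

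The methods were tested on simulated counts with known changes, drawn from the real means, library sizes and trended dispersions. For cell mRNA, over 5 draws with 200 changed genes each, 85.8% of the 2-fold and 96.8% of the 4-fold changes were called, and 5.39% of the calls were false. For EV miRNA, over 20 draws with 36 changed entries each, 8.61% of the 2-fold and 43.3% of the 4-fold changes were called, and 3.61% of the calls were false. Of the 4-fold changes, 82.9% were called at a mean of 100 or more counts and 21.2% below it. For EV lncRNA, over 20 draws with 4 changed of 24 features, 37.5% of the 2-fold and 87.5% of the 4-fold changes were called, and 3.85% of the calls were false. In a simulated contrast without changes, 0, 0 and 2 calls were made in the 3 assays in order. Repeated draws replaced a single draw after that draw proved too variable for EV miRNA. Since all features were drawn at the trend, these shares do not hold for features more variable than the trend. The cell mRNA draws changed far fewer genes than the 6179 called between differentiated and undifferentiated cells. The share of false calls was therefore not tested for changes that widespread.

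Alternatives were the replicate block, DESeq2's size factors, library size without a composition factor, no filter, at least 10 counts in every library, DESeq2 1.42.0 with its Wald test, a fit to the 6 libraries compared, an absolute log2 change above 1, removal of the 10 features with most counts, and removal of each library in turn. The sequencing project was an added covariate for cell mRNA. Chosen after seeing the data were mature miRNA entries alone, a minimum count of 3 for lncRNA, Pearson residuals of all detected lncRNAs, and the sequencing project read from the column suffix. The smallest share a library can show was set at 3 counts of its total. Such floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules.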

Results

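Gene expression was measured in cultured rat Schwann cells, and miRNA and lncRNA in their small EVs, at 3 stages. The stages were undifferentiated, differentiated under dbcAMP, and dedifferentiated after dbcAMP withdrawal, with 3 replicates per stage and assay. Cell mRNA libraries held 10058735 to 16212278 estimated counts, with 11278 to 11831 genes detected per library. EV miRNA libraries held 81807 to 474965 counts, a 5.81-fold range, and EV lncRNA libraries 2614 to 36563 counts, a 14-fold range. The smallest level that 3 counts can show ranged from 0.185 to 0.298 CPM in cell mRNA. It ranged from 6.32 to 36.7 CPM in EV miRNA and from 82.1 to 1150 CPM in EV lncRNA. After filtering, 10372 of 17315 genes, 361 of 965 miRNA entries and 24 of 7241 lncRNAs were tested.

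The first question was whether libraries of one stage resembled each other more than those of other stages. In cell mRNA, stage explained 85.5% of the squared distance between libraries (exact permutation p = 0.00357, the smallest that 280 assignments allow). In EV miRNA it explained 43% (exact permutation p = 0.0107), and in EV lncRNA 21.3% (exact permutation p = 0.704), which was no more than other groupings gave. With the replicate block, given because same-numbered libraries deviated together (mean correlations of 0.18, 0.12 and 0.24), the shares were 91.5%, 57.1% and 34.6%. Their exact permutation p-values were 0.0278, 0.0278 and 0.444, and 0.0278 is the smallest that 36 assignments allow. Without a filter the share in cell mRNA was 78.9%, the largest move of the alternatives tried there. Within stages, log2 CPM of cell mRNA libraries correlated at 0.975 to 0.992, above the 0.831 to 0.942 between stages. For EV miRNA the ranges overlapped, at 0.867 to 0.966 within and 0.777 to 0.97 between stages, as they did for EV lncRNA, at 0.488 to 0.905 within and 0.415 to 0.909 between stages.

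Differentiated and undifferentiated cells were compared to measure the response to dbcAMP. Of 10372 genes, 6179 were called, 3286 higher and 2893 lower in differentiated cells. With the replicate block there were 6325, of which 6075 were called in both fits (mean correlation of same-numbered libraries 0.18). Requiring an absolute log2 change above 1 moved the count most, to 2569. The balance of directions depended on the scaling, with 53.2% of calls higher with TMM, 58.5% with library size alone, 50.7% with DESeq2's size factors and 49.9% without the 10 most abundant genes. Libraries of the 2 stages did not overlap for 66.5% of genes, where chance gives 10%. With the sequencing project as a covariate 6059 genes were called. The second project held 1 library per stage, so the contrast could not be recomputed within it. The genes of smallest p that rose were *Pde7b*, *Hsd17b11* and *Nudt9*. *Pde7b* rose from 0.981 ± 0.282 to 105 ± 7.78 CPM (SD, n = 3), a log2 change of 6.68 (SE 0.168; edgeR adjusted p = 1.82e-09). *Hsd17b11* changed by 3.54 and *Nudt9* by 3.75 on the log2 scale (edgeR adjusted p = 2.15e-09 for both). Those that fell were *Sorbs2*, *Pappa* and *Abcb4*. *Sorbs2* fell from 297 ± 10 to 7.46 ± 0.922 CPM (SD, n = 3), a log2 change of -5.31 (SE 0.109; edgeR adjusted p = 5.11e-10). *Pappa* and *Abcb4* changed by -5.73 and -4.18 on the log2 scale, and *Abcb4* had fractional counts in some libraries.

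Dedifferentiated and differentiated cells were compared to measure the response to withdrawal. Here 4809 genes were called, 2405 higher and 2404 lower, and 5031 with the replicate block, 4691 of them in both fits. Between dedifferentiated and undifferentiated cells, 3045 genes were called, 1667 higher and 1378 lower, and 3256 with the replicate block, 2939 in both fits (mean correlation of same-numbered libraries 0.18). The sequencing project as a covariate gave 4639 and 2884 genes. For dedifferentiated against undifferentiated cells, 54.7% of calls were higher with TMM and 62.6% with library size alone. With DESeq2's size factors, without the 10 most abundant genes and by the Wald test fewer were higher than lower, at 49%, 48.9% and 48.7%. *Sorbs2*, *Pappa* and *Abcb4* rose on withdrawal by 4.07, 4.38 and 3.42 on the log2 scale. *Pde7b* fell by 5.32, *Ibsp* by 9.06 and *Nuak1* by 3.53 on the log2 scale. Against undifferentiated cells, *Bcas1*, *Kif19* and *Mal* remained higher after withdrawal, with log2 changes of 9.03, 7.92 and 11.94 (edgeR adjusted p = 6.81e-08, 1.31e-07 and 1.31e-07). *Slc18a2*, *Grb10* and *Lmo7* were lower, with log2 changes of -2.67, -1.62 and -1.92.

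The same contrasts describe how far each gene returned, with the limit that they share libraries and so are not independent. Of the 3286 genes higher in differentiated cells, 1958 (59.6%) were called lower on withdrawal and 80 were called higher again, and 1345 (40.9%) were still called above undifferentiated cells. Of the 2893 lower genes, 1938 (67%) were called higher on withdrawal, and 1070 (37%) were still called below undifferentiated cells. The median share of the log2 change that was kept was 0.42 for genes that rose and 0.32 for genes that fell.

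**Figure D1:**
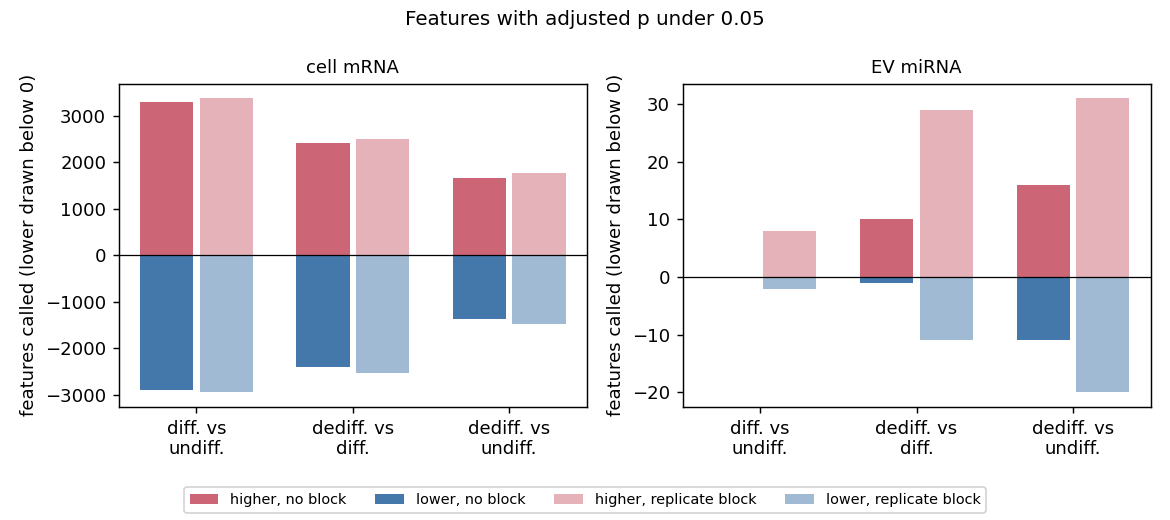
Bars give the number of features with an edgeR adjusted p under 0.05 in each contrast, higher above 0 and lower below it, for cell mRNA (left) and EV miRNA (right), without and with a replicate block (paler). Cell mRNA gave 6179, 4809 and 3045 calls, and EV miRNA gave 0, 11 and 27 without the block.

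Genes fixed beforehand as markers of myelination and of repair and immature cells were examined next. The 20 myelin genes had a mean log2 change of 4.9 in differentiated against undifferentiated cells (camera adjusted p = 1.61e-13), with 17 genes called higher by adjustment over all genes and 18 over the list alone. With the replicate block the mean was 4.88 (camera adjusted p = 3.05e-21; mean correlation of same-numbered libraries 0.18). This result lost its call when the inter-gene correlation was estimated from the data, and its adjusted p ranged from 3.05e-21 to 0.168 over 4 alternatives. On withdrawal the mean changed by 0.109 (adjusted p = 0.819; 0.113 and 0.612 with the replicate block), with 7 genes called higher and 4 lower by either adjustment, and 9 higher and 6 lower with the block. Against undifferentiated cells the mean was 5.01 (adjusted p = 2.97e-44; 4.99 and 1.33e-66 with the block), with 19 genes called higher by either adjustment. This call was kept over 4 alternatives, with a camera adjusted p from 1.33e-66 to 0.027. The 22 tested repair and immature genes had a mean log2 change of -1.36 on differentiation (adjusted p = 1.89e-06) and 0.621 on withdrawal (adjusted p = 1.54e-05). Against undifferentiated cells it was -0.735 (adjusted p = 0.000372). In these contrasts 4, 13 and 2 genes were called higher and 16, 5 and 9 lower, by either adjustment. The replicate block gave -1.36, 0.647 and -0.717 (adjusted p = 1.33e-05, 0.000174 and 0.000478), with 4, 13 and 2 genes called higher and 16, 5 and 10 lower. The repair set kept its calls over 4 alternatives, with camera adjusted p of up to 0.027, 0.027 and 0.0366.

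Single myelin genes differed in what followed withdrawal. *Pmp22*, a myelin protein gene, measured 796 ± 268 CPM in undifferentiated, 2830 ± 690 in differentiated and 5910 ± 1170 in dedifferentiated cells (SD, n = 3). Its log2 change on withdrawal was 1.06 (SE 0.26; edgeR adjusted p = 0.00704). *Drp2* rose by 1.95 on the log2 scale, and in undifferentiated cells it stayed under the floor of 3 counts, so it was at least 93.8-fold higher in differentiated and at least 362-fold higher in dedifferentiated cells. *Mbp* and *Mag* did not change detectably on withdrawal (edgeR adjusted p = 0.394 and 0.704), although the replicate block called *Mbp* (edgeR adjusted p from 0.00304 to 0.533 over its alternatives; mean correlation of same-numbered libraries 0.18). The transcription factors *Egr2* and *Pou3f1* fell on withdrawal by 2.43 and 3.08 on the log2 scale. They stayed above undifferentiated cells by log2 changes of 4.46 and 4.85 (edgeR adjusted p = 0.00023 and 8.52e-07). *Pmp2* and *Cldn19* also fell on withdrawal, by 1.69 and 1.45 on the log2 scale (edgeR adjusted p = 0.00163 and 0.000599).

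Of the repair genes, *Jun* measured 2440 ± 467, 238 ± 37.5 and 2030 ± 163 CPM at the 3 stages in order (SD, n = 3). Its difference between dedifferentiated and undifferentiated cells did not pass the threshold (log2 change -0.26; edgeR adjusted p = 0.228). Nor did those of *Ngfr* and *Sox2* (edgeR adjusted p = 0.129 and 0.459). For *Ngfr* libraries of these stages did not overlap, and DESeq2's Wald test called it lower (adjusted p of 0.05 after rounding, with a range of 0.05 to 0.164 over 5 alternatives). *Gap43* returned in part, with 843 ± 53.7 CPM in undifferentiated, 0.273 ± 0.239 in differentiated and 136 ± 24.9 in dedifferentiated cells (SD, n = 3).

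**Figure D2:**
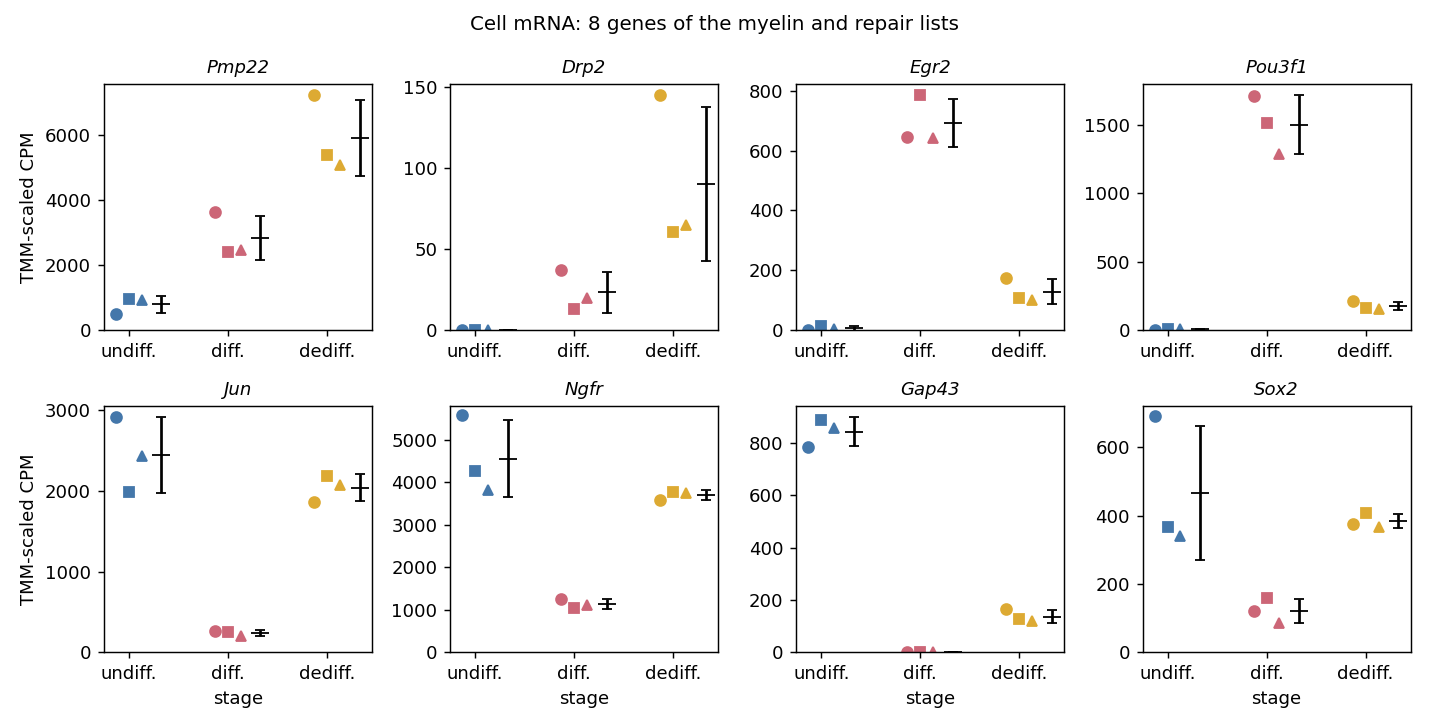
Each point is a library's TMM-scaled CPM (linear axis from 0) of a gene by stage, with circles, squares and triangles for replicates 1, 2 and 3, and a bar for the mean ± SD. *Pmp22* and *Drp2* were highest in dedifferentiated cells, *Egr2* and *Pou3f1* in differentiated cells, and *Jun*, *Ngfr*, *Gap43* and *Sox2* were lowest in differentiated cells.

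The 22 cell cycle genes had a mean log2 change of 1.69 on differentiation (camera adjusted p = 0.0167) and -1.16 on withdrawal (adjusted p = 0.0135). The replicate block gave 1.73 and -1.12 (mean correlation of same-numbered libraries 0.18). On differentiation 19 genes were called higher over all genes and 20 over the list alone, and on withdrawal 14 and 17 were called lower. With the block 20 were called higher and 19 lower in these contrasts. Both set results lost their calls with an estimated inter-gene correlation, and their adjusted p ranged from 0.000494 to 0.872 and from 0.000478 to 0.872 over 4 alternatives. Between dedifferentiated and undifferentiated cells the set did not pass the threshold (mean 0.525, adjusted p = 0.268; 0.616 and 0.0784 with the block). The 20 sterol synthesis genes gave means of 0.459, -0.292 and 0.167 in the 3 contrasts, none past the threshold (adjusted p = 0.155, 0.18 and 0.378). With the replicate block the first passed it (mean 0.471, adjusted p = 0.0491, with a range of 0.0491 to 0.872 over 4 alternatives). Of these genes 9, 0 and 1 were called higher by either adjustment, and on withdrawal 4 were called lower over all genes and 1 over the list alone. With the block 12, 0 and 5 were called higher and 1, 7 and 0 lower.

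**Figure D3:**
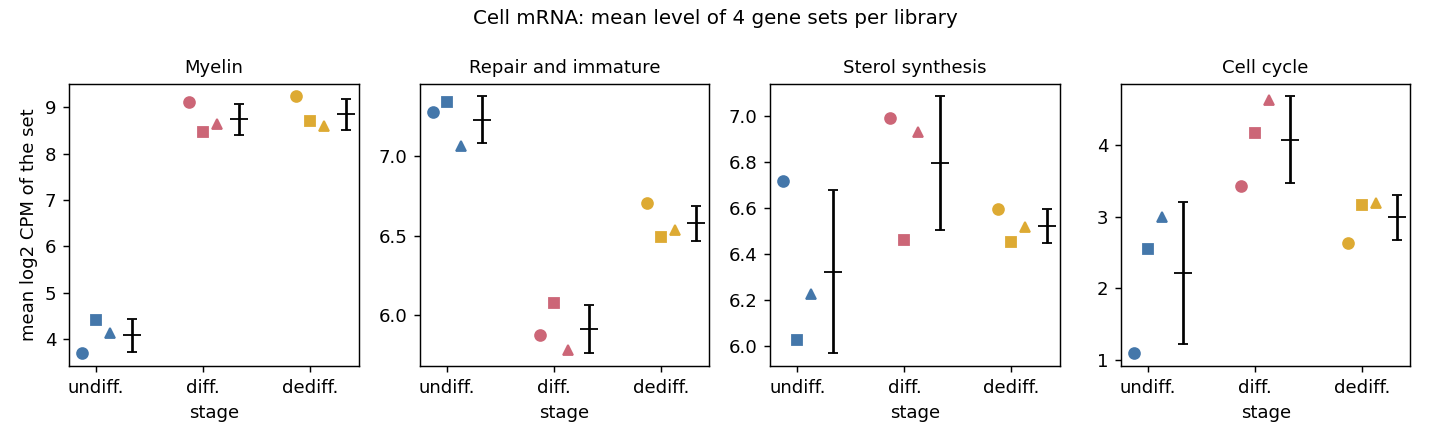
Each point is the mean log2 CPM of a gene set in a cell mRNA library, by stage, with markers for replicates 1, 2 and 3 and a bar for the mean ± SD. The myelin set lay between 3.69 and 4.40 in undifferentiated libraries and at 8.46 or above in all others, and replicate 1 was the lowest undifferentiated library in the cell cycle set, at 1.09.

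EV miRNA libraries were dominated by few entries, and the 10 most abundant held 48.7% to 62.6% of counts. The most abundant was let-7c-5p, with a mean share of 15.5% ± 4.49 (SD, n = 9) over all libraries. Libraries did not overlap between stages for 12.5%, 24.7% and 31.9% of entries in the 3 contrasts in order, where chance gives 10%. Between EVs of differentiated and undifferentiated cells no entry was called, while 29 of 361 had an unadjusted p under 0.05. The smallest p belonged to the hairpin entry mir-21 (log2 change -1.23, SE 0.227, edgeR adjusted p = 0.0604, and from 2.62e-10 to 0.112 over 5 alternatives, of which 4 called it) and to miR-92b-5p (edgeR adjusted p = 0.284, and from 0.00132 to 0.326 over 5 alternatives, of which the block and DESeq2's Wald test called it). With the replicate block 10 entries were called, 8 higher and 2 lower, the hairpin mir-21 and miR-92b-5p among them (mean correlation of same-numbered libraries 0.12).

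Between EVs of dedifferentiated and differentiated cells, 11 entries were called, 10 higher and 1 lower, and 40 with the replicate block (mean correlation of same-numbered libraries 0.12). Of the 11, 7 were mature and 4 hairpin entries. Calls depended on the scaling: with library size alone 1 entry was called. DESeq2's Wald test called 42, of which 64.3% were higher against 90.9%, and mature entries alone, chosen after seeing the data, gave 11 calls with 45.5% higher. Between 0 and 4 were called when a library was left out. Against EVs of undifferentiated cells, 27 entries were called, 16 higher and 11 lower, and 51 with the replicate block. DESeq2's size factors gave 30 calls, of which 43.3% were higher against 59.3%. Library size alone gave 15 calls, of which 66.7% were higher, so the balance of directions depended on the scaling. DESeq2's size factors moved the median log2 change of all entries by -0.12, and library size alone by -0.04. The Wald test gave 48.3% higher with a shift of -0.14, and mature entries alone 42.9% with a shift of -0.31. At least 10 counts in every library gave 30 calls, of which 36.7% were higher, also with a shift of -0.31. The balance thus depended on which entries were kept as well. Without the 10 most abundant entries 46.2% were higher. In the 2 contrasts, 9 entries were called in both.

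miR-203a-3p measured 287 ± 79.3, 255 ± 120 and 1790 ± 754 CPM in EVs of undifferentiated, differentiated and dedifferentiated cells (SD, n = 3). Its log2 change on withdrawal was 2.81 (SE 0.436; edgeR adjusted p = 0.0129, and from 4.95e-06 to 0.0557 over 5 alternatives). Its call was lost with library size alone and in 3 of 6 fits that each left out a library. miR-146b-5p and miR-203b-5p rose by 1.31 and 2.91 on the log2 scale (edgeR adjusted p = 0.0182 for both), and each lost its call in 4 of 6 fits that left out a library, miR-203b-5p also with library size alone. The hairpins mir-203a and mir-203b were called with near-equal values, so these 203 entries may count the same reads and are uncertain as separate results. miR-503-3p had no counts in any library of dedifferentiated EVs, and was at least 4.59-fold lower than in differentiated and at least 5.89-fold lower than in undifferentiated EVs. The first call was lost with library size alone and in 6 of 6 fits that left out a library, the other in 2 of 6. Against undifferentiated EVs, miR-30a-3p and miR-338-3p were higher by log2 changes of 1.48 and 3.26 (edgeR adjusted p = 0.00854 and 0.0119), and each lost its call in 2 of 6 fits that left out a library. The hairpin mir-21 and miR-351-5p were lower, with log2 changes of -1.58 and -2.95 (edgeR adjusted p = 0.00704 and 0.0263). The call of mir-21 was lost in 0 of 6 such fits, and that of miR-351-5p in 3 of 6 and with library size alone. Of 16 miRNAs fixed beforehand, 12 were tested, and miR-338-3p was the single one called, in this contrast. Adjusted over the list alone, 4 were called in this contrast and 0 in the others. With the replicate block 1, 0 and 3 were called in the 3 contrasts in order (mean correlation of same-numbered libraries 0.12). The block called let-7a-5p higher than in undifferentiated EVs in differentiated EVs (edgeR adjusted p = 0.00166, with a range of 0.00166 to 0.484 over 5 alternatives) and in dedifferentiated EVs (0.00872, with a range of 0.00872 to 0.375). DESeq2's Wald test called miR-338-3p higher on withdrawal (adjusted p from 0.0484 to 0.183 over 5 alternatives). It also called miR-221-3p lower in dedifferentiated than in undifferentiated EVs (from 0.00535 to 0.237). The mature miR-21-5p was not called in any contrast (against undifferentiated EVs, log2 change -0.65 and edgeR adjusted p = 0.107). In that contrast it was called lower with the replicate block (edgeR adjusted p = 0.00583), with DESeq2's size factors (0.0465) and by DESeq2's Wald test (0.000976). Its adjusted p ranged from 0.000976 to 0.165 over 5 alternatives.

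No EV lncRNA was called in any contrast, without or with the replicate block (mean correlation of same-numbered libraries 0.24). Of 24 tested, 0, 1 and 0 had an unadjusted p under 0.05 in the 3 contrasts in order. Of 13 known lncRNAs fixed beforehand, 3 were among the deposited names and 0 passed the filter, so the result does not cover them. The smallest p belonged to LOC103690993 and Bc1 for differentiated against undifferentiated (edgeR adjusted p = 0.916 for both). It belonged to LOC102546709 and LOC102547304 for dedifferentiated against differentiated (edgeR adjusted p = 0.612 for both), and to LOC102548729 and LOC102546709 for dedifferentiated against undifferentiated (edgeR adjusted p = 0.911 for both). With a minimum count of 3, chosen after seeing the data, 1163 lncRNAs were tested and none was called, with 25, 46 and 40 at an unadjusted p under 0.05. Library size alone moved the median log2 change by 0.06, -0.17 and -0.11. Leaving out a library gave at most 1 call, among them Bc1 in 1 fit for differentiated against undifferentiated EVs. In counts simulated at this depth with trended dispersions, 87.5% of 4-fold and 37.5% of 2-fold changes were called among 24 lncRNAs. For lncRNAs more variable than the trend these shares do not hold.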

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

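Counts of called genes in cell mRNA stayed within 1.5 times the reported value under every alternative tried except the one that also required an absolute log2 change above 1. That gave 2569 genes for differentiated against undifferentiated, 1613 for dedifferentiated against differentiated and 992 for dedifferentiated against undifferentiated cells. Leaving out a library gave 5558 to 6049, 3916 to 4513 and 2246 to 2876 genes. The replicate block gave 6325, 5031 and 3256.

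The share of distance explained by stage kept its side of the threshold in all 3 assays under every alternative tried. Apart from fits that left out a library, it ranged from 78.9% to 91.5% in cell mRNA, from 33.6% to 57.1% in EV miRNA and from 21.1% to 34.6% in EV lncRNA.

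For EV miRNA the counts moved under most alternatives, and the cause was not tested. For differentiated against undifferentiated EVs, where the reported count is 0 with 29 entries at an unadjusted p under 0.05, the replicate block gave 10 calls and the fit without a filter gave 8. DESeq2's Wald test gave 5, and DESeq2's size factors, library size alone and at least 10 counts in every library gave 1 each. Leaving out a library gave 0 to 1. For dedifferentiated against differentiated EVs, where 11 were called, the replicate block gave 40, the Wald test 42, no filter 28, DESeq2's size factors 7, at least 10 counts in every library 6 and library size alone 1. Leaving out a library gave 0 to 4. For dedifferentiated against undifferentiated EVs, where 27 were called, the replicate block gave 51, the Wald test 60, no filter 41 and library size alone 15. Leaving out a library gave 1 to 23. With mature entries alone, chosen after seeing the data, 0, 11 and 21 were called, 6 and 14 of them also among the calls of the full table in the last 2 contrasts.

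EV lncRNA gave 0 calls under every alternative that could be run, except that leaving out a library gave 0 to 1 for differentiated against undifferentiated and 0 to 1 for dedifferentiated against differentiated EVs. The filter of at least 10 counts in every library left too few lncRNAs to fit. At this depth and with trended dispersions, 87.5% of simulated 4-fold changes and 37.5% of simulated 2-fold changes were called among the 24 tested lncRNAs.

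Among gene sets, estimating the inter-gene correlation removed the calls of the myelin set on differentiation (mean 4.9) and of the cell cycle set on differentiation (1.69) and withdrawal (-1.16), and the cause was not tested. The replicate block brought the sterol synthesis set on differentiation past the threshold (0.471). Across fits that each left out a library, that set ranged from 0.291 to 0.685 on differentiation, from -0.439 to -0.196 on withdrawal and from 0.00803 to 0.394 for dedifferentiated against undifferentiated cells, passing the threshold in 2, 1 and 1 of 6 fits. The cell cycle set ranged from 1.36 to 2.16, from -1.42 to -0.836 and from 0.219 to 1, and 1 fit in each contrast changed its call. The myelin set on withdrawal ranged from -0.101 to 0.326, and 2 of 6 fits reversed its sign.

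For features picked by the rule or from the fixed lists, 112 values were recomputed, giving 1225 alternative values: 1160 kept their direction and call, 39 lost the call, 23 gained it and 3 reversed. The reversed values, none past the threshold, came from leaving out a replicate 1 library: *Mag* on withdrawal (0.33, range over 6 fits -0.51 to 0.33), *Sox2* for dedifferentiated against undifferentiated cells (0.12, range -0.47 to 0.12) and miR-204-5p in EVs on withdrawal (-0.1, range -0.1 to 0.16). The cause was not tested.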

Other observations

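The tests of sequencing project, library totals, shared profile, lncRNA background, serum, hairpin share, exchanged labels and scaling were chosen after the result was seen, while those of other splits, host genes, cyclic AMP genes and fibroblast genes were written first.

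The 6 libraries of a contrast can be split in 4 ways that part all same-numbered pairs, too few to give a share under 0.05. In cell mRNA 1 of 4 such splits, the real one, gave as many calls in each contrast, and the others gave 0. The same held for EV miRNA in both contrasts with dedifferentiated EVs. For differentiated against undifferentiated EV miRNA and all EV lncRNA contrasts, 4 of 4 splits gave as many, since the real count was 0. Of the 6 remaining splits per contrast, which part 1 pair, none gave more than 1 call. Every split but the real one mixes both stages within its groups, so differences between stages widen the spread. Few calls would be made under such splits in any case, so these call counts cannot decide. Among gene set results, 1 of 4 splits gave as large a mean change, except 2 of 4 for sterol synthesis in dedifferentiated against undifferentiated cells. The 6 remaining splits, which also set replicate numbers against each other, gave larger means for several sets. For the myelin set on withdrawal 4 of 6 did, up to 0.455 against 0.109. For sterol synthesis 1, 2 and 3 of 6 did in the 3 contrasts in order, and for the cell cycle set in dedifferentiated against undifferentiated cells 1 of 6 did (-0.828 against 0.525). For the other set results 0 of 6 did.

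Of the 20 myelin genes, without the replicate block, 7 were called higher after withdrawal than under dbcAMP, such as *Pmp22*, and 4 were called lower: the transcription factors *Egr2* and *Pou3f1*, and *Pmp2* and *Cldn19*, which do not encode transcription factors. With the block 9 were called higher and 6 lower (mean correlation of same-numbered libraries 0.18). A candidate explanation of the rises was cyclic AMP signalling kept up by forskolin in the withdrawal medium. Of 17 listed cyclic AMP genes 16 were tested and 6 rose under dbcAMP, and they kept a median of -0.05 of that log2 rise, from -0.49 to 0.79, against 1.03 for the 17 myelin genes that rose. On median, the genes of that list did not keep their rise. An exchange of labels would have put repair and immature genes lower in dedifferentiated cells, yet their mean change was 0.621. With library size alone 7 myelin genes were called higher, but this scaling moved the median log2 change by -0.01, so this test is weak. A scale factor shifts all genes of a library alike, and the median log2 change of all genes was -0.0072. Yet the 7 rises ran from 0.44 (SE 0.113, *S100b*) to 5.09 (SE 0.494, *Ncmap*). The 4 falls ran from -1.45 (SE 0.235) to -3.08 (SE 0.216). For these genes the values argue against scaling as the source of the pattern. Other technical explanations were not tested, and the rises were not shared by all myelin genes. The change to a richer medium cannot be told apart from dbcAMP withdrawal.

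Cell cycle transcripts were highest in differentiated cells, although dbcAMP was given in low-serum medium. With library size alone the mean log2 change was 1.74, but this scaling moved the median log2 change of all genes by 0.06, so it is a weak test of scaling. A scale factor shifts all genes of a library alike, and the median log2 change of all genes was 0.053. The set mean was 1.69 (SD over 22 genes 0.946), and 1.36 to 2.16 across fits that each left out a library. For this set the values argue against scaling as the source. The medium of the undifferentiated cells is not stated in full, so serum may differ between these stages as well. Fibroblasts in the cultures were a possible source. Of 14 listed fibroblast genes 7 were tested, with a mean log2 change of 0.393 and a camera p of 0.5. This is too weak to exclude them, a reading adopted after the value was seen. The pattern cannot be told apart from a change in cell types.

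Several miRNAs higher in EVs of dedifferentiated cultures, such as miR-122-5p, miR-203a-3p and miR-1b, are on a list of miRNAs typical of other tissues, and are named here after their values were seen. They may come from serum, since the withdrawal medium held more of it than the medium of differentiated cells. Whether it held more than the medium of undifferentiated cells is not stated. The contrast with undifferentiated EVs therefore cannot speak for or against serum. The 4 called members of the list were left out of a test, since the pattern was seen in them. The 6 other tested members had mean log2 changes of 1.27 against differentiated EVs (6 of 6 higher) and 1.52 against undifferentiated EVs (5 of 6 higher). The camera test of limma gave an adjusted p = 0.095 and an adjusted p = 0.118 over both tests, which were 0.0475 and 0.118 before adjustment. Members without a call are weaker by selection, so this test cannot settle whether serum contributed. Transcription in the cells was tested with 41 genes whose span contains tested miRNAs in GRCr8. Strand was not compared, so some pairs may lie on opposite strands and share no transcript, which would weaken a relation. Across these genes, which are not independent replicates, EV miRNA and cell mRNA changes for dedifferentiated against undifferentiated had a Spearman rho of 0.2 and a Pearson r of 0.12 (permutation p = 0.21 for rho, adjusted over 2 tests 0.42). Against differentiated, rho was -0.07 and r was -0.03 (permutation p = 0.682). This too is too weak to exclude host gene transcription, a reading adopted after the value was seen.

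The hairpin entry took a larger share of miR-21 reads in undifferentiated EVs, with 46.4% ± 2.1 (SD, n = 3) against 30.1% ± 3.31 in differentiated and 31.5% ± 4.53 in dedifferentiated EVs. The excess of 15.6 percentage points in undifferentiated EVs was above that of each of the other 78 miRNAs compared (exact permutation two-sided p = 0.0119, the smallest that 84 assignments allow, for a miRNA picked for its difference). Differences in the opposite direction were not ranked by size against it. The median change of those 78 was 0.0208 times that of miR-21. Over the 9 libraries the share was not detectably related to the library total (Spearman rho 0.27, permutation p = 0.493; Pearson r 0.26, permutation p = 0.48). Without the 2 libraries farthest from the median total r was 0.39, and within the 6 libraries of the other stages rho was 0.26. How the authors assigned reads to hairpin and mature entries was not tested, and the miR-21 pattern may come from that.

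EV lncRNA counts were spread thinly. Pearson's chi-square per degree of freedom around the pooled profile was 1.227, above the 0.9819 to 1.02 of 200 multinomial draws at the same library totals. The draws treat reads as independent molecules, and duplicated reads alone could raise the value this far, so sampling of one shared profile cannot be excluded. Of 80 lncRNA names shared with the cell table, 22 had 0 counts in the cells and a median of 7 EV counts, which is 0.4 times the median of 17.5 for the 28 with at least 100 cell counts. EV and cell counts had a Spearman rho of 0.4 across these genes, which are not independent replicates (permutation p = 0.00033). Part of the EV lncRNA reads may be background unrelated to the transcripts of the cells, which these values cannot settle.

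Replicate 1 lay apart from the other replicates within stages. Setting replicate 1 against the rest explained 33.6% of the within-stage squared distance in cell mRNA, 34% in EV miRNA and 38.5% in EV lncRNA. The sequencing project of the labels would set replicate 3 apart, which explained 16.4% in cell mRNA, and the project read from the column suffix would set replicate 2 apart, with 17.9%. Neither reading of the project accounts for it. Library totals do not set it apart in cell mRNA, where replicate 1 had the smallest or largest total of its stage at 0 of 3 stages. It had the smallest total at 2 of 3 stages in EV miRNA and at 3 of 3 in EV lncRNA, so in EVs the pattern cannot be told apart from depth. Other technical explanations were not tested, and no biological explanation was tested.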
